# Rapidly generating knockout mice from *H19-Igf2* engineered androgenetic haploid embryonic stem cells

**DOI:** 10.1038/celldisc.2015.31

**Published:** 2015-11-03

**Authors:** Meili Zhang, Yufang Liu, Guang Liu, Xin Li, Yuyan Jia, Lihong Sun, Liu Wang, Qi Zhou, Yue Huang

**Keywords:** Haploid ES cells, AG-haESCs, imprinted gene, ICAHCI, gene-modified mice

## Abstract

Haploid mammalian embryonic stem cells (ESCs) hold great promise for functional genetic studies and assisted reproduction. Recently, rodent androgenetic haploid ESCs (AG-haESCs) were generated from androgenetic blastocysts and functioned like sperm to produce viable offspring via the intracytoplasmic AG-haESCs injection into oocytes. However, the efficiency of this reproduction was very low. Most pups were growth-retarded and died shortly after birth, which is not practical for producing knockout animals. Further investigation suggested a possible link between the low birthrate and aberrant expression of imprinted genes. Here, we report the high-frequency generation of healthy, fertile mice from *H19-Igf2* imprinting-locus modified AG-haESCs, which maintained normal paternal imprinting and pluripotency. Moreover, it is feasible to perform further genetic manipulations in these AG-haESCs. Our study provides a reliable and efficient tool to rapidly produce gene-modified mouse models and will benefit reproductive medicine in the future.

## Introduction

Recently, mammalian haploid embryonic stem cell (ESC) lines were successfully established in mouse, rat and monkey [1–4]. They displayed unique potential for functional genetic studies and hold great promise for assisted reproduction [5, 6]. Moreover, androgenetic haploid ESCs (AG-haESCs) were isolated from androgenetic rodent blastocysts and functioned like sperm to produce viable, fertile progeny after intracytoplasmic injection into mature oocytes [3, 7, 8], providing a new approach for rapidly producing genetically modified mice. However, the efficiency was extremely low, and many of these semi-cloned (SC) pups were growth-retarded and died shortly after birth, most likely due to instable paternal imprinting in these AG-haESCs.

Genomic imprinting has an essential role in mammalian development [9–11]. Among the ~150 reported murine imprinted genes, the *H19-Igf2* locus was first identified and shown to be essential for normal fetal growth [12, 13]. Furthermore, viable bi-maternal mice were produced from reconstructed eggs containing fully grown oocytes and non-growing oocytes that harbored a deletion in the *H19-Igf2* locus [14]. Interestingly, abnormal *H19* imprinting was observed in the prolonged cultured AG-haESCs and growth-retarded newborns mentioned above [7, 8]. We therefore asked whether genetic modification of the *H19-Igf2* locus in AG-haESCs could yield fertile transgenic mice at a high frequency.

## Results

### Genetic modification of the H19-Igf2 locus in AG-haESCs

The mouse *H19* gene produces a 2.3 kb long non-coding RNA exclusively expressed from the maternal allele and physically linked to the *Igf2* gene on chromosome 7. They are reciprocally imprinted. The imprinting control region (ICR) within the *H19-Igf2* locus is essential for transcriptional insulation of the maternal *Igf2* allele [15]. To disrupt *H19* gene expression in AG-haESCs, we used clustered regularly interspaced short palindromic repeat (CRISPR)-Cas9 enhanced homologous recombination [16, 17] to knock out the 13 kb region of *H19* that includes the transcription unit and the ICR (Figure 1a). We designed four single guide RNAs (sgRNAs) targeting different sites up- or downstream of the region and investigated the specificity of these sgRNAs via the Surveyor assay [18]. Cas9/sgRNA-4 and Cas9/sgRNA-7 transfection efficiently cleaved at the target loci and were used for gene targeting (Figure 1b). We co-transfected the pCCI-*H19*, Cas9-sgRNA-4 and Cas9-sgRNA-7 plasmids into AGH-OG-3 AG-haESCs harboring the *Oct4* promoter-driven *eGFP* (*Oct4-eGFP*) transgene. The positive clones were examined by PCR (Figure 1c) and were further validated by Southern blot analysis (Figure 1d). Among the 96 picked colonies, 29 positive clones harbored the desired *H19-ICR* deletion (*H19* ^*Δ*^). We randomly chose two clones containing considerable haploid cells for further experiments. The two AG-haESC lines, referred to as *H19*^*Δ1*^ and *H19*^*Δ2*^, were established through consecutive passages and multiple rounds of fluorescence-activated cell sorting (FACS) for haploid cells (Figure 1e). Karyotyping analysis showed that these cells contained a haploid set of 20 chromosomes (Figure 1f). 

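Genomic DNA of the H19Δ1 and of the H19Δ2 AG-haESC line was hybridized against DNA of AGH-OG-3, the androgenetic haploid line in which both deletions were made, so the log2 ratio of a probe measures copies in the H19Δ line relative to AGH-OG-3. The H19Δ DNA carried Cy5 and the AGH-OG-3 DNA carried Cy3 on both arrays, and the dyes were not swapped. There was 1 array per line, both on the same slide and in the same scan. That number limits the precision: errors are SDs over the probes of a region, no p-value is given, and a region is set instead against 10000 random windows of as many consecutive autosomal probes of the same array. The authors deposited the scanner output of Agilent Feature Extraction, in which the processed intensities of each channel had been background-subtracted, detrended and dye-normalized, with probe positions on the mm9 build. Each array held 170305 distinct probes in 174305 spots, and the median distance between neighbouring probes was 10879 bp on the H19Δ1 array. Of the spots, 99.9% were well above background in each channel of both arrays. From these intensities log2(Cy5/Cy3) was taken, 151 spots on the H19Δ1 array and 211 on the H19Δ2 array were left out as outliers, spots of the same probe were averaged, and each array was centred on the median of its autosomal probes. The noise of a single probe, from the differences between neighbours, was 0.12 on the log2 scale on each array. The files carry no gene names, so probes are given by position.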

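The targeted locus was looked for first, as the probes lost in both lines. Of 170088 probes on the autosomes and chromosome X measured on both arrays, 2 had a log2 ratio below -2 in both lines, and these were neighbours on chromosome 7, where the paper places the 13 kb *H19* deletion. They were picked by their values, since no annotation of the probes was used. The probe from 149761403 to 149761462 had a log2 ratio of -3.67 in H19Δ1 and -3.70 in H19Δ2, with Cy5 well above background in both. Its Cy5 signal was 12.8-fold lower than Cy3 in H19Δ1 and 13.0-fold lower in H19Δ2. At the probe from 149768746 to 149768805, Cy5 was not well above background in either line. Set against the lowest Cy5 signal called well above background, it was at least 3.76-fold lower in H19Δ1 and at least 4.31-fold lower in H19Δ2. The measured mean of both probes was -3.73 in H19Δ1 and -3.31 in H19Δ2. With the dim probe set at its bound, the mean was -2.79 in H19Δ1 and -2.90 in H19Δ2. The lowest mean of 10000 random windows of 2 probes was -2.40 in H19Δ1 and -1.96 in H19Δ2. Since the probes were picked for ratios below -2 in both lines, these windows are no test of the loss. With normexp background correction, the alternative that moved the measured mean most, it was -1.89 in H19Δ1 and -1.94 in H19Δ2. The nearest probe on the left, which ended at 149754688, had a log2 ratio of -0.22 in H19Δ1 and -0.20 in H19Δ2, and the nearest on the right, which started at 149782504, had 0.03 and 0.07. The loss therefore spanned at least 7.40 kb and at most 27.8 kb.

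**Figure D1:**
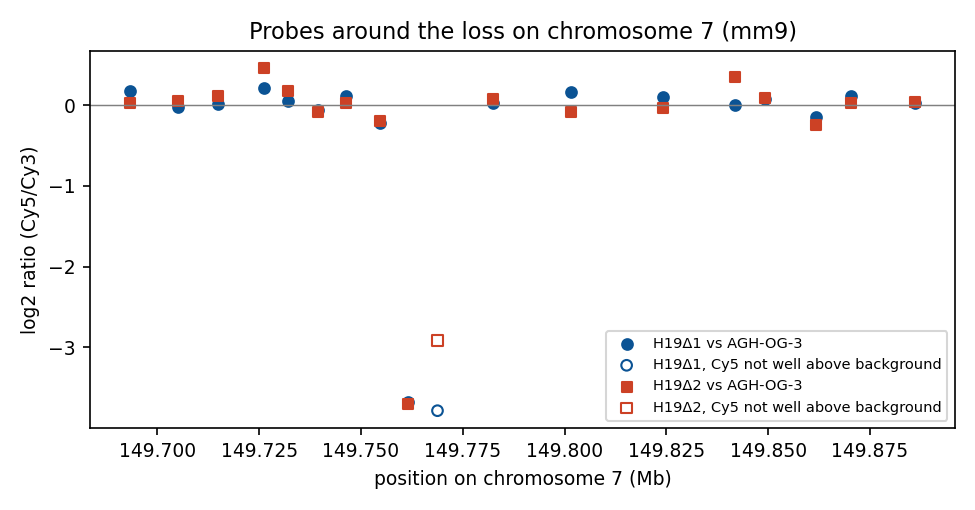
Log2 ratio (Cy5/Cy3) of the probes around the loss on chromosome 7 against their position on mm9 in Mb, for H19Δ1 (circles) and H19Δ2 (squares), each against AGH-OG-3; open symbols are probes whose Cy5 signal was not well above background. The 2 lost probes lie at -2.92 or lower in both lines, and the 8 neighbours on either side lie between -0.24 and 0.46.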

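The 10 distinct regions of Supplementary Table S1 were measured in both lines, whichever line they are listed for. All 22 borders in the table coincide with the start or end of a probe. The regions were reported from these same arrays. In the line a region is listed for, its place among the random windows is therefore no independent test. In H19Δ1, the 52 probes on chromosome 16 from 59445252 to 59999697 had a mean log2 ratio of 0.89 ± 0.15 (SD over probes) and the 26 probes on chromosome 17 from 71112826 to 71404932 had 0.90 ± 0.12, both above every random window of that array. In H19Δ2 the same regions were at -0.05 ± 0.11 and -0.04 ± 0.12. The 3 probes on chromosome 2 from 146813807 to 146832222 had a mean of -2.28 ± 0.93 in H19Δ1, where 1 of them had Cy5 not well above background, which makes the loss at least 2.99-fold, and -0.01 ± 0.13 in H19Δ2. The 16 probes on chromosome 3 from 136446249 to 136571422 went in opposite directions, with 0.82 ± 0.10 in H19Δ1 and -3.52 ± 0.96 in H19Δ2. In H19Δ2, 8 of these 16 had Cy5 not well above background, so the loss was at least 7.38-fold. The 7 probes on chromosome 9 from 100658274 to 100701368 did likewise, with 0.84 ± 0.12 in H19Δ1, for which the table does not list the region, and -3.77 ± 0.91 in H19Δ2, a loss of at least 10.4-fold with 4 of the 7 probes not well above background in Cy5.
The other regions listed for H19Δ2 are gains. The 10 probes on chromosome 5 from 81801562 to 81883668 had a mean of 0.64 ± 0.06 in H19Δ2 and -0.26 ± 0.14 in H19Δ1, and the 83 probes on chromosome 2 from 112290454 to 113249742 had 0.64 ± 0.11 and -0.26 ± 0.11. The 27 probes on chromosome 6 from 3131098 to 3571947 had 0.56 ± 0.12 in H19Δ2 and 0.01 ± 0.11 in H19Δ1. Only 2 probes lie in the region on chromosome 14 from 93593306 to 93603958, with a mean of 0.46 ± 0.24 in H19Δ2 and 0.23 ± 0.17 in H19Δ1. The H19Δ2 value was above 98.5% of the random windows of that array and the H19Δ1 value above 99.3% of those of its own.

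**Figure D2:**
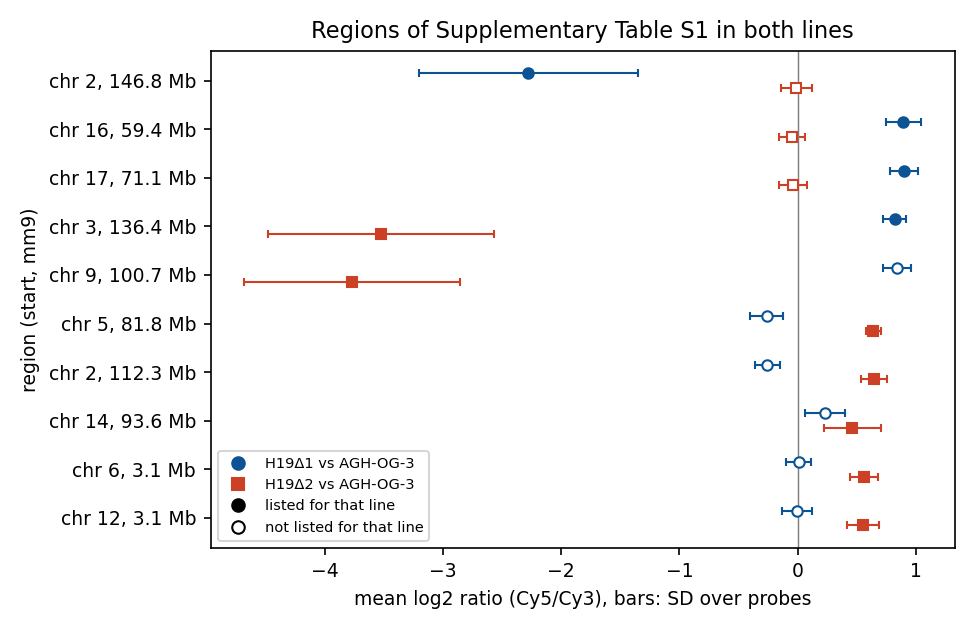
Mean log2 ratio (Cy5/Cy3) of each region of Supplementary Table S1, named by chromosome and start, in H19Δ1 (circles) and H19Δ2 (squares) against AGH-OG-3; bars are SDs over probes, and filled symbols mark the line for which the table lists the region. The regions on chromosomes 3 and 9 lie above 0 in H19Δ1 and below -3 in H19Δ2.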

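Whole chromosomes were compared next. Of the 18 autosomes other than chromosome 12, the medians lay between -0.02 and 0.01 in H19Δ1 and between -0.04 and 0.05 in H19Δ2. Chromosome 12 had a median log2 ratio of 0.00 in H19Δ1 and 0.16 in H19Δ2. Its proximal part from 3102541 to 49267874, the longest region of Supplementary Table S1 at 46.2 Mb, had a mean of 0.55 ± 0.13 over 2323 probes in H19Δ2 and -0.01 ± 0.12 in H19Δ1. The rest of the chromosome was at 0.08 ± 0.12 in H19Δ2 and 0.00 ± 0.12 in H19Δ1. The median of chromosome X was -0.31 in H19Δ1 and -0.19 in H19Δ2, both lower than that of any autosome. Segmentation of chromosomes 1 to 19 and X, with a segment counted at a mean of 0.5 or more in size on the log2 scale over at least 3 probes, gave 20 segments in H19Δ1 (7 gains and 13 losses) and 27 in H19Δ2 (12 gains and 15 losses). Of these, 14 and 16 held 3 probes, and in 9 and 8 of those a single probe was past 0.5. With a threshold of 0.25 the counts were 37 and 44. Supplementary Table S1 lists 4 regions for H19Δ1 and 7 for H19Δ2; counted segments overlapped all 4 and 6 of the 7, the exception being the 2 probes on chromosome 14. In H19Δ2 these 6 regions were met by 12 of the 27 segments, since chromosome 12 was split into 4, chromosome 3 into 3 and chromosome 9 into 2. Citing this table, the paper states that the genomes of both haploid lines were intact.

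**Figure D3:**
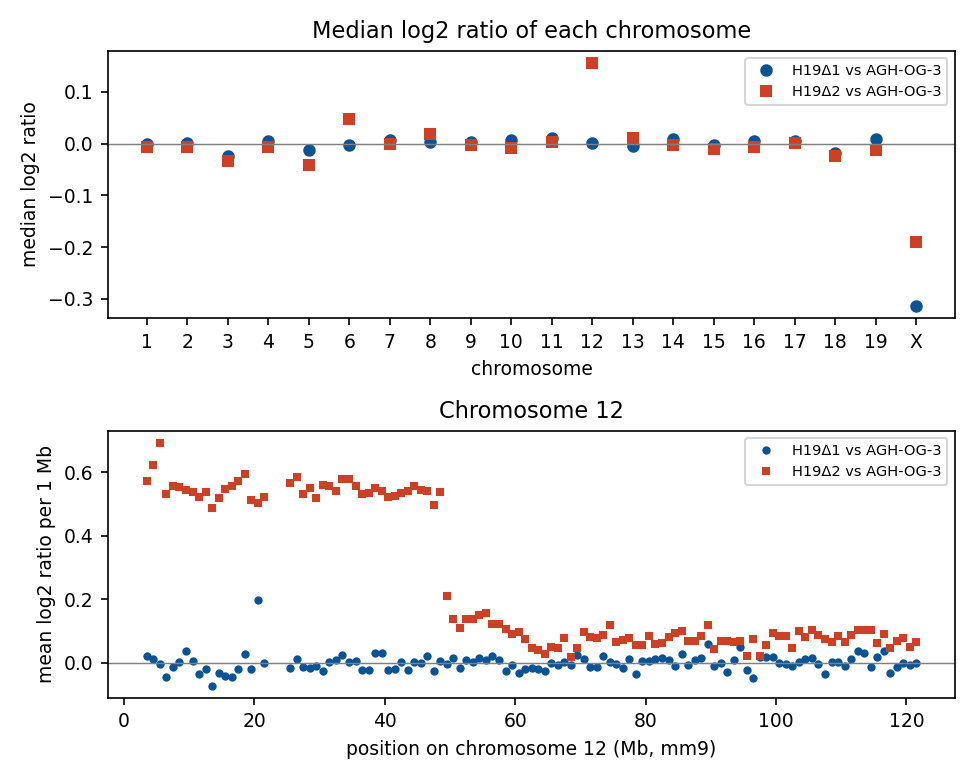
Median log2 ratio (Cy5/Cy3) of chromosomes 1 to 19 and X (top), and mean log2 ratio in 1 Mb bins along chromosome 12 on mm9 (bottom), in H19Δ1 (circles) and H19Δ2 (squares) against AGH-OG-3. Chromosome X lies below 0 in both lines, and the first 46.2 Mb covered on chromosome 12 are raised in H19Δ2 alone.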

Comparative genomic hybridization (CGH) analysis confirmed the genome integrity of the two haploid cell lines (Supplementary Table S1). Analyses of potential off-target regions showed that none of the eight predicted sites were mutated by CRISPR/Cas9 in the two-cell clones (Figure 1g).

### Characteristics of H19^Δ^ AG-haESCs

Cultured *H19*^*Δ*^ AG-haESCs exhibited dome-shaped colony morphology similar to diploid mouse ESCs and expressed the pluripotency genes *Oct4*, *Sox2*, *Nanog* and *SSEA1* (Figure 2a). These cells formed embryoid bodies when cultured in suspension (Figure 2b). The pluripotency was further tested by injection of the *H19*^*Δ*^AG-haESCs into diploid ICR blastocysts derived from mice with white coats. One chimeric mouse was obtained and survived to adulthood without obvious defects (Figure 2c). These studies provided evidence for the pluripotency of *H19*^*Δ*^ AG-haESCs.

We then analyzed whether the *H19-ICR* deletion affected the imprinting status of AG-haESCs. We first examined the expression of *H19*, *Igf2*, *Snrpn* (maternally imprinted), *Grb10* (paternally imprinted) and *Gtl2* (paternally imprinted) in AGH-OG-3 and the two *H19*^*Δ*^haploid cell lines. As expected, the expression of *H19* was nearly undetectable in the two *H19*^*Δ*^ cell lines, whereas the *Igf2* level was significantly upregulated (Figure 2d). *Snrpn* and *Grb10* expression in *H19*^*Δ*^AG-haESCs was comparable to expression in AGH-OG-3 AG-haESCs (Figure 2d). Interestingly, the expression level of *Gtl2* in the two *H19*^*Δ*^ cell lines was varied. *Gtl2* was expressed at low levels in *H19*^*Δ1*^AG-haESCs, whereas its expression in *H19*^*Δ2*^AG-haESCs was similar to AGH-OG-3 cells (Figure 2d). This demonstrated the intraclonal heterogeneity of *Gtl2* expression in AGH-OG-3 cells. To further assess the DNA methylation profile of the imprinted genes, we performed bisulfite sequencing to analyze the ICRs of the *Snrpn* and *Gtl2* loci. *H19*^*Δ1*^AG-haESCs showed normal methylation patterns similar to sperm in the ICRs of *Snrpn* and *Gtl2*, whereas late-passage (p65) AGH-OG-3 cells displayed abnormal methylation in the *Gtl2* ICR. *H19*^*Δ2*^AG-haESCs harbored an abnormal methylation of the *Gtl2* ICR similar to AGH-OG-3 cells (Figure 2e). The normal *Gtl2* ICR methylation in *H19*^*Δ1*^AG-haESCs indicated that some late-passage AGH-OG-3 cells maintained normal imprinting of the *Gtl2* ICR. The methylation status of the *Snrpn* and *Gtl2* ICRs in *H19*^*Δ1*^ *and H19*^*Δ2*^AG-haESCs was consistent with the expression of *Snrpn* and *Gtl2* in these cells. These results indicated that *H19-ICR* deletion in AG-haESCs had a negligible impact on the imprinting status of genes except for the *H19-Igf2* locus.

### H19^Δ^ AG-haESCs efficiently support the generation of healthy SC mice

We were interested in testing whether *H19-ICR* deletion in AG-haESCs increased the efficiency of producing offspring. We injected FACS-sorted G0- or G1- phase *H19*^*Δ*^AG-haESCs into pre-activated oocytes via intracytoplasmic AG-haESCs injection (ICAHCI). *H19*^*Δ*^AG-haESCs contributed to embryos, as judged by *Oct4-eGFP* expression in developed blastocysts (Figure 3a). We transferred 80 two-cell embryos from the *H19*^*Δ1*^AG-haESC line into two pseudopregnant ICR mice and obtained three female full-term pups. All pups had normal body size and did not exhibit obvious developmental retardation after birth (Figure 3b). Two pups grew to adulthood with black (SC-Black) and agouti (SC-Agouti) fur, respectively (Figure 3c and d). Because *H19*^*Δ1*^AG-haESCs had a C57BL/6 background, the black or agouti coat colors of SC mice depended on the oocytes used for ICAHCI, which were derived from CD-1 or B6D2F1 (C57BL/6×DBA/2) mice, respectively. The SC mice delivered healthy progeny with litter sizes of 8–10 when mated with C57BL/6 males (Figure 3e and g). We obtained three SC-Black litters and two SC-Agouti litters. Approximately half of these carried the *H19-ICR* deletion, consistent with the expected Mendelian ratio (Figure 3f and h). The rate of SC mice born was ~4% of *H19*^*Δ1*^AG-haESCs ICAHCI (Table 1) compared with the ~2.2% efficiency of generating SC mice from early passage AGH-OG-3 (passage 17) AG-haESCs ICAHCI and 0% from late-passage AGH-OG-3 cells (passage 22) [7]. Many of the AGH-OG-3 AG-haESC derived pups were growth-retarded and died within 1 h of birth [7]. However, no growth-retarded pups were produced from *H19*^*Δ1*^AG-haESCs ICAHCI, even though the cells were from a very late passage (more than passage 56). The growth retardation of SC mice might be due to the loss of methylation in the *H19* ICR and the consequent lower expression of *Igf2*. In SC mice generated by *H19*^*Δ1*^AG-haESCs ICAHCI, *H19-ICR* was deleted, leading to the normal expression of *Igf2*. The methylation status of two other imprinted genes, *Snrpn* and *Gtl2,* was normal in SC mice (Figure 3i). These results demonstrated that *H19*^*Δ*^AG-haESCs could function like sperm to produce normal mice and transmit their genetic material to progeny. Thus, modification of the *H19-Igf2* locus was sufficient to generate healthy and fertile SC mice at a high efficiency.

### Generation of genetically modified mice using H19^Δ^ AG-haESCs

To further analyze the feasibility of producing genetically modified mouse models from *H19*^*Δ*^AG-haESCs, we deleted a *loxP* flanked *PGK-neo* cassette by transient expression of Cre in the *H19*^*Δ1*^AG-haESC line (Figure 1a). Among the 96 picked clones, the *PGK-neo* cassette was correctly deleted in most clones, as analyzed by PCR (Figure 4a). The remaining *loxP* site in the *H19-Igf2* locus was further confirmed by DNA sequencing (Figure 4b). We then randomly chose 24 correctly deleted clones (*H19*^*Δ1*^*-neo*^*Δ*^) and performed FACS to determine the haploid subpopulation in these clones. The haploid ESC lines were established through consecutive passages, followed by two rounds of FACS for haploid cells (Figure 4c). The *H19*^*Δ1*^*-neo*^*Δ*^ AG-haESCs had normal haploid karyotypes (Figure 4d and e), expressed pluripotency markers (Figure 4f), and imprinted genes comparable to *H19*^*Δ*^AG-haESCs (Figure 4g). After injecting the sorted G0- or G1- phase *H19*^*Δ1*^*-neo*^*Δ1*^AG-haESCs into the pre-activated oocytes, we successfully obtained 50 two-cell stage embryos and transplanted them into pseudopregnant females. One full-term live pup derived from the *H19*^*Δ1*^*-neo*^*Δ1*^AG-haESC line was obtained (Table 1). Genotype analysis confirmed *PGK-neo* cassette deletion in the SC animal (Figure 4h). Our results demonstrated that *H19*^*Δ*^AG-haESCs can be used to rapidly generate gene-modified mice.

## Discussion

Although we do not know why the paternally imprinted gene *H19* easily lost methylation in AG-haESCs, successful restoration of *Igf2* expression by *H19-ICR* deletion faithfully improved the efficiency to generate viable SC mice. Other imprinted genes, such as *Grb10*, *Dlk1* and *Gtl2*, also affect embryonic growth [11]. Moreover, *Dlk1-Dio3* ICR deletion significantly increased the efficiency of generating parthenogenetic mice [14, 19]. It is tempting to investigate whether additional modification of these imprinted genes in AG-haESCs would increase the efficiency of producing SC mice, although the expression level and methylation status of these genes in AG-haESCs were comparable to those in sperm [7, 8]. During the submission of this work, an independent study [20] reported the highly efficient generation of healthy and fertile SC pups from AG-haESCs carrying deletions in the *H19*-DMR alone or in addition with *Gtl2*-DMR, confirming our findings. *Gtl2*-DMR deletion ensured the full silencing of the paternally imprinted gene *Gtl2* in AG-haESCs, consistent with the normal imprinting status of *Gtl2* in *H19*^*Δ1*^AG-haESCs.

Modification of the *H19-Igf2* locus in AG-haESCs faithfully improved the efficiency of generating healthy SC mice via the ICAHCI technology. Our work provides another approach for quickly generating gene-modified mice in addition to the VelociMouse [21] and CRISPR-Cas9 [22] technologies. The *H19*^*Δ*^AG-haESCs have ‘sperm-like’ activity and can replace sperm in reproduction to overcome their limitations. Sperm are not able to propagate and are thus difficult to genetically modify *in vitro*. In addition, many established methods and resources for genetic studies of diploid ES cells are immediately applicable to *H19*^*Δ*^AG-haESCs. This work provides inspiration for possible human AG-haESC research and may benefit male infertility in the future, similar to the contribution of spermatogonial stem cells [23].

## Materials and methods

### Mice

All mouse experimental protocols were approved by the Institutional Animal Care and Use Committee at Peking Union Medical College & Chinese Academy of Medical Sciences. And all animal care and experimental methods were carried out in accordance with the institutional ethical guidelines for animal experiments. Male mice of C57BL/6 were used for sperm collection. B6D2F1 (C57BL/6×DBA/2) and CD-1 female mice were used to provide oocytes for micromanipulation. Female mice of ICR were used to provide blastocysts for microinjection and were also used as pseudopregnant mice. C57BL/6 mice were used for animal mating.

### AG-haESCs

Androgenetic haploid ES cell line AGH-OG-3 was obtained from Dr Jinsong Li’s lab in Shanghai (China). The cells were cultured in ESC medium supplemented with 15% fetal bovine serum, 1 000 U ml^−1^ leukemia inhibitory factor, 3  μM CHIR99021 and 1 μM PD0325901.

### DNA content analysis

The dissociated cells were incubated with 10 μg ml^−1^ Hoechst 33342 at 37 °C for 30 min. Then the haploid 1n peak was purified by flow-cytometry (BD FACSAria III, San Jose, CA, USA). Flow-cytometric data were analyzed using the BD FACSDiva software.

### Vector construction

For pCCI-*H19* construction, the left and right homologous arms were amplified from bacterial artificial chromosome (RP23-209022). *Eag* I and *Pac* I restriction sites were added to the amplified left homologous arm, and *Sma* I and *Xho* I sites were added to the right arm. *Eag* I and *Pac* I digested left arm was cloned into pCCI18 backbone (digested with *Not* I and *Pac* I). The products were then digested with *Xho* **I** and ligated with *Sma* I and *Xho* I digested right arm.

### Construction of CRISPR plasmids

The pX330 plasmid was bought from Addgene, Cambridge, MA, USA. The sgRNA-1, -2, -3, -4, -5, -6, -7 and -8 oligos were synthesized, annealed and ligated to the pX330 plasmid that was digested with *B*bs I (New England Biolabs, Ipswitch, MA, USA). The sequences of designed sgRNAs were listed in Supplementary Table S2.

### Surveyor assay

The AG-haESCs were transfected with CRISPR-sgRNA plus pPB-puro plasmids and selected by puromycin for 36 h. Genomic DNA from wild-type and transfected AG-haESCs was extracted. PCR products were denatured, annealed and treated with T7EN1 (New England Biolabs). The primers used for PCR were listed in Supplementary Table S2.

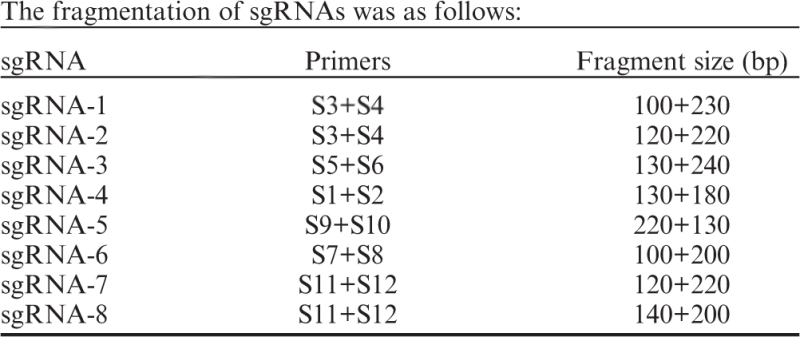

### Gene targeting in AGH-OG-3 AG-haESCs

The pCCI-*H19*, Cas9-sgRNA-4 and Cas9-sgRNA-7 plasmids were co-transfected into AGH-OG-3 AG-haESCs. The cells were selected by G418 (150 μg/ml) for 7 days. Colonies were picked and analyzed by PCR and flow cytometer sorting. The CAGGS-Cre plasmid was electroporated into *H19*^*Δ1*^AG-haESCs to delete the *loxP* flanked *PGK-neo* cassette.

### Southern blotting

Wild-type and *H19*^*Δ*^AG-haESC genomic DNA was digested using *Bgl*II restriction enzyme. The digested DNA was subsequently separated on a 1% agarose gel for 5 h, and then transferred to a nylon membrane and hybridized with α-^32^P random primer-labeled probes.

### Prediction of potential off-targets

The potential off-target regions were predicted using the online tool, http://crispr.mit.edu/. The regions with score >0.5 and mismatch ⩽4 were considered as the potential off-target sites. They were amplified using High-Fidelity DNA Polymerase (New England Biolabs) and sequenced.

### Intracytoplasmic injection

ICAHCI was described as previously [8]. In brief, mature oocytes were collected from the oviduct of super-ovulated female B6D2F1 and CD-1 mice and were pre-activated by 10 mM SrCl_2_ in calcium-free CZB medium for 30 min before microinjection. G0- or G1-phase purified AG-haESCs were collected and injected into oocytes separately. When the constructed embryos developed to the 2-cell stage in KSOM-AA medium (Sigma, St Louis, MO, USA), they were transferred to the oviduct of pseudopregnant ICR mice at 0.5 d.p.c.

### Comparative genomic hybridization analysis

The genomic DNA of wild-type and *H19*^*Δ*^ AG-haESCs was extracted using the Wizard Genomic DNA Purification Kit (Promega, Madison, WI, USA) and sent to the CapitalBio Corporation (Changping District, Beijing, China) for CGH analysis. The SurePrint G3 Mouse CGH 4×180 K microarrays (Agilent, Santa Clara, CA, USA) were used.

### Karyotype analysis

Exponentially growing ES cells were incubated with 0.2 μg ml^−1^ colcemid (Sigma) for 2–3 h at 37 °C. After trypsinization, the collected cells were incubated in 0.075 M KCl hypotonic solution for 15 min at 37 °C. Hypotonic solution-treated ES cells were fixed in fresh ice cold 3:1 methanol/acetic acid at room temperature and dropped onto the precleaned slides. The chromosome spreads were stained with Giemsa solution (10% v/v Giemsa to 7.0 pH phosphate buffer) for 5 min and washed in ddH_2_O. More than 30 metaphase spreads were analyzed.

### Immunostaining

ES cells on coverslips were fixed in 4% paraformaldehyde/ phosphate buffer saline (PBS) for 15 min at room temperature. The fixed cells were then permeabilized with 0.5% Triton X-100 for 10 min and were blocked in 3% bovine serum albumin for 1 h at room temperature. The cells were incubated overnight at 4 °C with primary antibodies, anti-oct3/4 (sc-5279; Santa Cruz, Dallas, TX, USA), anti-sox2 (sc-17320; Santa Cruz), anti-nanog (AB5731; Millipore, Billerica, MA, USA), and anti-SSEA1 (sc-21702; Santa Cruz). The cells were treated with the secondary antibodies for 1 h at room temperature. The nuclei were dyed with 4′,6-diamidino-2-phenylindole (DAPI). Images were acquired by the fluorescent microscope (Zeiss, Oberkochen, Germany).

### Quantitative reverse transcription PCR

Total RNA was extracted from AG-haESCs using Trizol reagent (Invitrogen, Waltham, MA, USA). 1.0 μg of total RNA was reverse transcribed using the PrimeScript II 1st strand cDNA synthesis kit (TaKaRa, Dalian, China). The real-time PCR reaction was performed using SYBR Premix Ex Taq II (TaKaRa) and run on Roche 480 Light Cycler. The amount of GAPDH expression was used to normalize all values.

### Bisulphite sequencing

Genomic DNA of ESCs, sperm and mouse tail was treated with the EpiTect Bisulphite (Qiagen, Hilden, Germany) for bisulphite conversion according to the manufacturer’s instructions. Differentially methylated regions (DMRs) of *Snrpn* and *Gtl2* were amplified. The PCR products were cloned into pMD18-T vectors (TakaRa) and sequenced for unmethylated C to T conversion. Bisulphite primers are presented in Supplementary Table S2.

### Embryoid-body formation

Embryoid bodies were formed from wild-type and *H19*^*Δ*^AG-haESCs. Cultured ES cells were dissociated with trypsin and sedimentated for 30 min at 37 °C. 1.5×10^6^ cells were transferred to low attachment 90-mm-diameter bacteriological grade Petri dishes in differentiating medium containing high-glucose Dulbecco's modified Eagle's medium (Gibco, Waltham, MA, USA), 15% fetal bovine serum, 2 mM GlutaMax, 1% non-essential amino acids, and 100 μM β-mercaptoethanol. embryoid bodies were replaced with fresh differentiation medium every other day.

### Statistical analysis

The Student’s *t*-test was used to analyze significant differences. *P*<0.05 was considered significant. The data analyses were performed using Prism GraphPad software.

### Accession codes

CGH data are deposited at the Gene Expression Omnibus under accession number GSE67563.

## Figures and Tables

**Figure 1:**
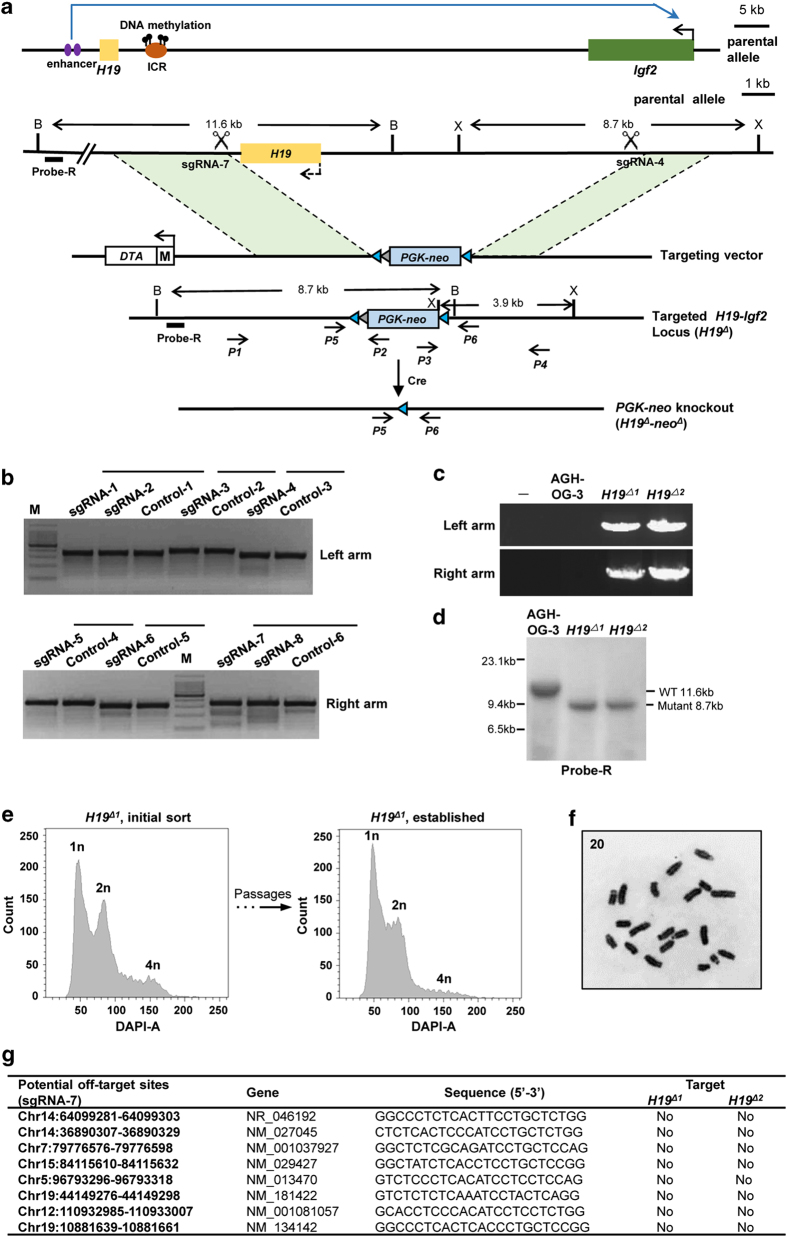
Genetic modification of the *H19-Igf2* locus in AG-haESCs. (**a**) Schematic representation of CRISPR-Cas9 assisted homologous recombination to target the *H19-Igf2* locus in AG-haESCs (*H19*^*Δ*^AG-haESCs). The *PGK-neo* cassette was deleted by Cre (*H19*^*Δ*^*-neo*^*Δ*^AG-haESCs). (**b**) Surveyor assay for Cas9-mediated cleavage up- and downstream of the *H19* locus in AG-haESCs. (**c**) Validation of gene targeting in *H19*^*Δ*^AG-haESCs by PCR. (**d**) Confirmation of gene targeting in *H19*^*Δ*^AG-haESCs by Southern blot. (**e**) Establishment of the *H19*^*Δ1*^AG-haESC line after FACS enrichment for haploid cells. (**f**) Karyotype of *H19*^*Δ1*^ AG-haESCs showing normal haploidy. (**g**) Identification of the potential off-targets of CRISPR-Cas9 in *H19*^*Δ*^AG-haESCs.

**Figure 2:**
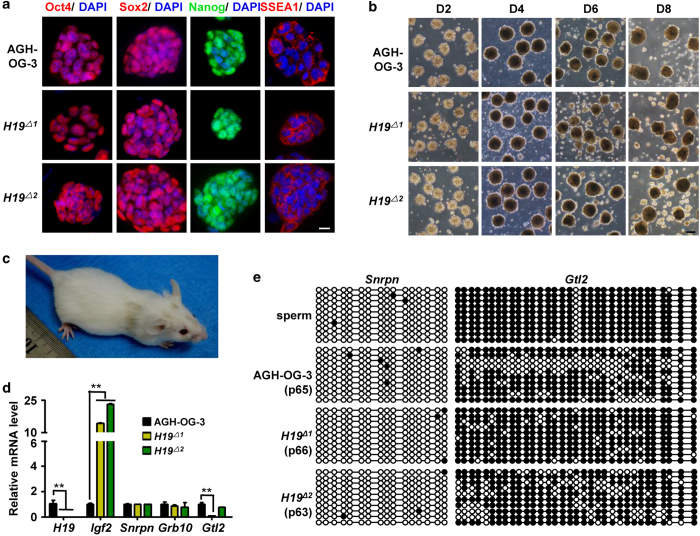
Characteristics of *H19*^*Δ*^AG-haESCs. (**a**) Immunofluorescence staining of AGH-OG-3 and *H19*^*Δ*^AG-haESCs. Scale bar, 20 μM. (**b**) Different days of embryoid bodies (EB) formation of AGH-OG-3 and *H19*^*Δ*^AG-haESCs. Scale bar, 200 μM. (**c**) Adult chimeric mouse produced by microinjection of haploid *H19*^*Δ1*^AG-haESC into diploid blastocysts. (**d**) Expression of imprinted genes measured by quantitative reverse transcription PCR (RT-qPCR). AGH-OG-3 AG-haESCs were used as control. Error bars, ±s.d. *n*=3. **P<0.01. (**e**) Methylation analysis of the *Snrpn* and *Gtl2* DMRs in *H19*^*Δ*^AG-haESCs. Sperm DNA was used as control. Open circles represent unmethylated CpG sites, whereas filled circles represent methylated CpG sites.

**Figure 3:**
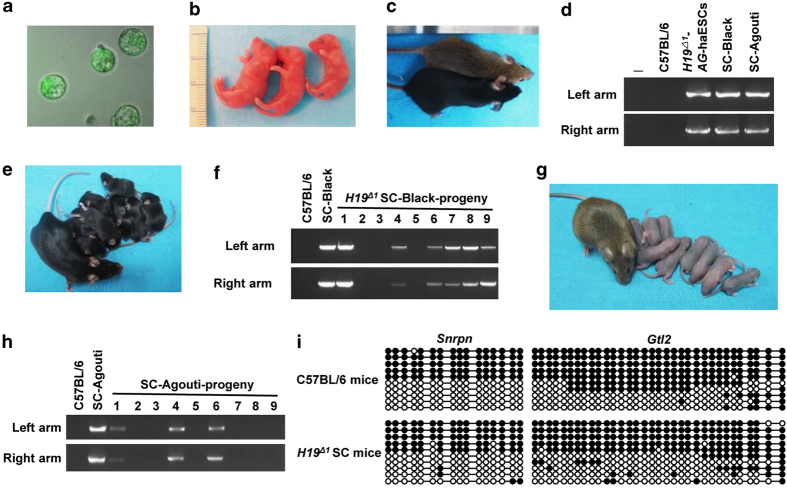
Generation of ICAHCI offspring by *H19*^*Δ1*^AG-haESCs. (**a**) Blastocysts generated by injection of *H19*^*Δ1*^AG-haESCs into oocytes. The *H19*^*Δ1*^AG-haESCs carried the *Oct4-eGFP* transgene. (**b**) Three SC pups from ICAHCI using *H19*^*Δ1*^AG-haESCs. (**c**) Adult SC mice derived from ICAHCI using *H19*^*Δ1*^AG-haESCs. (**d**) PCR analysis of *H19* deletion in SC mice. (**e**) Adult *H19*^*Δ1*^SC-Black mouse and its progeny. (**f**) PCR analysis of *H19* deletion in the progeny of *H19*^*Δ1*^SC-Black mice. The primer pairs P1–P2 and P3–P4 were used. (**g**) Adult *H19*^*Δ1*^SC-Agouti mouse and its progeny. (**h**) PCR analysis of the *H19* deletion in the progeny of SC-Agouti mice. (**i**) Methylation analysis of imprinting in *H19*^*Δ1*^SC pups. C57BL/6 mice DNA was used as control. Open circles represent unmethylated CpG sites, whereas filled circles represent methylated CpG sites.

**Figure 4:**
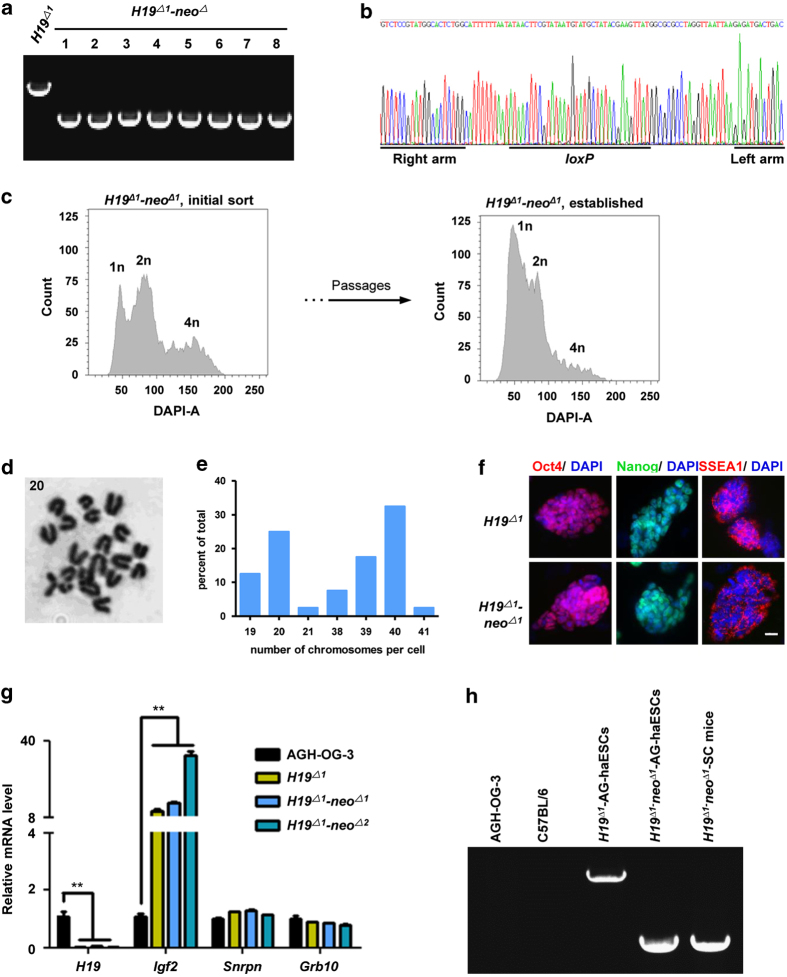
Generation of ICAHCI offspring by *H19*^*Δ1*^*-neo*^*Δ*^AG-haESCs. (**a**) Subclones of *PGK-neo* knockouts in *H19*^*Δ1*^AG-haESCs by PCR. The primer pairs P5–P6 were used. (**b**) DNA sequence of PCR products amplified from the *H19* gene of *H19*^*Δ1*^*-neo*^*Δ*^AG-haESCs. (**c**) Establishment of the *H19*^*Δ1*^*-neo*^*Δ1*^AG-haESC line after FACS enrichment for haploid cells. (**d**) Chromosome counting in *H19*^*Δ1*^*-neo*^*Δ1*^AG-haESCs showing normal haploidy. (**e**) The distribution of absolute chromosome numbers of *H19*^*Δ1*^*-neo*^*Δ1*^AG-haESCs under cell culture conditions. (**f**) Immunofluorescence staining of *H19*^*Δ*^and *H19*^*Δ1*^*-neo*^*Δ1*^AG-haESCs. Scale bar, 20 μM. (**g**) Expression of imprinted genes measured by quantitative reverse transcription PCR (RT-qPCR). AGH-OG-3 AG-haESCs were used as control. Error bars, ±s.d. *n*=3. **P<0.01. (**h**) PCR analysis of *PGK-neo* knockout in *H19*^*Δ1*^*-neo*^*Δ1*^SC mice.

**Table 1:** Developmental efficiencies of ICAHCI embryos

*Donor AG-haESCs*	*Passage number*	*Embryo stage*	*Number of transferred embryos*	*No. of normal pups (% of transferred embryos)*	*No. of pups surviving to adulthood (% of transferred embryos)*	*No. of Growth-retarded pups (% of transferred embryos)*
OG-3^a^	p22	Two-cell embryo	102	0	0	3 (2.9)
*H19*^*Δ1*^	>p56	Two-cell embryo	80	3 (3.8)	2 (2.5)	0
*H19*^*Δ1*^*-neo*^*Δ1*^	—	Two-cell embryo	50	1 (2)	ND	0
Round spermatids	—	Two-cell embryo	61	5 (8.2)	5 (8.2)	0

Abbreviations: AG-haESCs, androgenetic haploid embryonic stem cells; ICAHCI, intracytoplasmic AG-haESCs injection; ND, not determined.

a The data were from Yang *et al*.^7^

# Supplementary material for: Rapidly generating knockout mice from H19-Igf2 engineered androgenetic haploid embryonic stem cells
**Source:** Cell Discov. 2015 Nov 3;1:15031–. doi: 10.1038/celldisc.2015.31
**Supplement:** Supplementary information

Supplementary Materials for

**Rapidly generating knockout mice from *H19-Igf2* engineered haploid ES cells**

Meili Zhang1, 2, 5, Yufang Liu1, 2, 5, Guang Liu1, 2, 5, Xin Li3, 5, Yuyan Jia1, 2, Lihong Sun4, Liu Wang3, Qi Zhou3 & Yue Huang1, 2

**This file includes:**

Supplementary Tables 1, 2

**Supplementary Table 1. Segmentation Table of the CGH analysis of *H19Δ* AG-haESCs**

| **Region** | **Log2_Ratio** |
| --- | --- |
| ***H19Δ1* vs AGH-OG-3** | |
| chr2:146813807-146832222 | -1.821030 |
| chr16:59445252-59999697 | 0.891244 |
| chr17:71112826-71404932 | 0.891020 |
| chr3:136446249-136571422 | 0.818407 |
| ***H19Δ2* vs AGH-OG-3** | |
| chr9:100658274-100701368 | -3.452282 |
| chr3:136446249-136571422 | -3.190809 |
| chr5:81801562-81883668 | 0.651543 |
| chr2:112290454-113249742 | 0.645194 |
| chr14:93593306-93603958 | 0.575491 |
| chr6:3131098-3571947 | 0.558617 |
| chr12:3102541-49267874 | 0.549672 |

**Supplementary Table 2. Primer sequences**

How the deposited data were processed for this re-analysis (not part of the article)

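DNA of 2 engineered AG-haESC lines, H19Δ1 and H19Δ2, was compared with DNA of AGH-OG-3 on SurePrint G3 Mouse CGH arrays, with the H19Δ line in Cy5 and AGH-OG-3 in Cy3 and 1 array per line. Both arrays were on 1 slide and in 1 scan, so slide and scan do not separate the lines, and with neither replicate arrays nor a dye swap there was no test between lines.

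The authors deposited Feature Extraction 11.5.1.1 output, whose processed intensities had been background-subtracted, detrended and dye-normalized with a linear factor and no lowess term. The deposited log ratio is the log10 of Cy5 over Cy3, and the values in the series matrix are those same log10 ratios. All columns of that table belong to a sample. Probe positions are on mm9. The median intensity deposited for each spot and for its local background served only for the normexp alternative, since mean signals are not among the columns used here.

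Log2 ratios were taken from the processed intensities, without loess or quantile normalization, which can remove true shifts on a copy number array. Control spots and outlier-flagged spots were left out, and spots of one probe were averaged, as 1000 probes have several spots. Centring subtracted 0.011 from the H19Δ1 array and 0.008 from the H19Δ2 array, so a log2 ratio states copies relative to the typical autosomal probe, not absolute copies. The noise of a single probe from neighbouring probes was 0.122 and 0.120, and the spread the scanner software gives in the files was 0.122 and 0.120. Where Cy5 was not well above background, a ratio is only a bound: the higher of the probe's own Cy5 and the lowest Cy5 well above background, 56.6 for H19Δ1 and 53.5 for H19Δ2, was set against Cy3.

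Segments were found by penalised least squares on chromosomes 1 to 19 and X, with a penalty of 2 times the noise variance times the natural logarithm of the number of probes and at least 3 probes per segment. A segment was counted at a mean of 0.5 or more in size. The paper's text names no segmentation method, and the smallest value in Supplementary Table S1 is 0.549672. The segmentation was tested on simulated data made from permuted residuals of each array: of 200 planted segments of 3 to 30 probes, 195 were found on the H19Δ1 array and 196 on the H19Δ2 array, and those missed were planted at 0.55, close to the threshold. The same simulation counted 18 and 9 segments that had not been planted. Permuting keeps single extreme probes among the residuals, which were taken after subtracting the mean of each segment found. A segment of 3 probes carried by 1 extreme probe can thus leave 3 extreme residuals, scattered over the simulated array. The 18 and 9 may therefore be too high. They show that unplanted segments can be counted, but not how many of the 20 and 27 on the real arrays are false.

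Random windows were drawn 10000 times per number of probes. The spread between replicates is not given by 1 array. In its place the SD of these windows was used to judge whether a log2 ratio moved under an alternative or differed from the paper's. The windows also run over gained and lost regions, so this SD holds copy number differences along the genome besides noise. For 2323 probes it was 0.054 in H19Δ2 and 0.014 in H19Δ1. It is thus a lenient measure, and a value within it can still differ by more than noise. For chromosome medians the SD of the medians of 18 autosomes was used. The alternatives were normexp with an offset of 50, the deposited log ratio, the series matrix, other centrings, other spot filters, other segmentation settings, and medians over probes.

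The rule for named genes, set before the data were examined, was to name genes from the annotation of the probes. The columns hold positions and no gene names, and no annotation on mm9 was used here, so no gene was placed on a probe, and the *H19* interval was taken as the probes lost in both lines. The imprinted genes and the off-target sites of the paper were not analysed here. On chromosome Y, 32.8% of 122 probes were well above background in Cy3 and 38.5% in Cy5 on the H19Δ1 array, and 44.3% in each channel on the H19Δ2 array. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.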

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

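All tests in this part were chosen after the result was seen, and no difference between the lines was tested against replicates, since there was 1 array per line.

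Of 12 autosomal segments of H19Δ1 with at least 5 probes and a mean of 0.2 or more in size, 7 had a mean of 0.2 or more in size and of the opposite sign in H19Δ2. H19Δ2 minus H19Δ1 was 0.90 on chromosome 2 from 112290454, 0.87 on chromosome 4 from 82064724, 0.99 on chromosome 5 from 81820507 (5 probes; over the 10 probes of the Table S1 region around it, 0.90), 0.95 on chromosome 6 from 55782881 and 0.94 on chromosome 17 from 65493402. On chromosome 3 from 136446249 it was -4.34 and on chromosome 9 from 100658274 it was -4.61, both open-ended because Cy5 of H19Δ2 was not well above background at 8 of 16 and 4 of 7 probes. At 6 of the 7, both borders were also segment borders in H19Δ2. Under chance overlap of separate events in the 2 lines, 10000 random placements of these segments never matched both borders (the most in any placement was 0). A bias of these probes towards one dye would move both arrays the same way, but the longest segment was at -0.50 in H19Δ1 and 0.45 in H19Δ2. A candidate explanation is that the AGH-OG-3 DNA holds cells with and cells without each segment and that each line comes from one kind of cell. The 5 segments gained in H19Δ2 differed between the lines by 0.93 ± 0.05 (SD over segments), or by 0.91 ± 0.03 with the whole Table S1 region of chromosome 5. This does not set the hypothesis apart, since 1 copy in 1 line against 2 in the other gives such a difference with or without a mixed reference. The 2 regions of chromosomes 16 and 17 gained in H19Δ1 alone differed by 0.94. Under this hypothesis the share of the reference resembling H19Δ2, taken from the H19Δ1 values, would be between 40.4% and 44.1% at 5 of the 7 segments, 19.4% on chromosome 2 and 29.3% on chromosome 5, or 19.8% over the whole Table S1 region there. Taken from the H19Δ2 values of the segments gained in that line, it would be 53.7% on chromosome 4, 46.6% on chromosome 6, 49.9% on chromosome 17, 27.9% on chromosome 2 and 30.3% on chromosome 5, or 28.3% over the whole region, so the share depends on the line it is taken from. The paper describes heterogeneity among AGH-OG-3 cells from *Gtl2*, but not from copy number. AGH-OG-3 was measured only as the reference of both arrays, so this stays an open hypothesis, which no value here decides.

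Chromosome X, on which the paper does not comment, had a median of -0.31 in H19Δ1 and -0.19 in H19Δ2. The medians of 10 equal parts of X lay between -0.33 and -0.30 in H19Δ1 and between -0.21 and -0.17 in H19Δ2, so no single stretch carried the shift. Male feeder cell DNA in the H19Δ samples would have to make up 39.0% in H19Δ1 and 24.6% in H19Δ2, but at the bright probe lost from chromosome 7 the Cy5 signal left was 7.83% of the reference in H19Δ1 and 7.71% in H19Δ2. A dye bias of the X probes equal on both arrays is excluded as the whole difference by the 2 arrays themselves. H19Δ1 minus H19Δ2 had a median of -0.12 over X probes and between -0.05 and 0.03 on 18 autosomes. A dye bias of unequal size on the 2 arrays was not tested. A dye bias as the part common to both lines, up to -0.19, cannot be told apart from a lower copy number without a dye swap. A lower number of X copies in part of the cells was not tested.

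Beyond Supplementary Table S1, 4 counted segments held more than 3 probes. In H19Δ1 these were chromosome 6 from 55782881 to 60204117 (289 probes, -0.50), chromosome 9 from 100658274 (7 probes, 0.84; listed for H19Δ2 alone) and chromosome 17 from 65493402 to 67027256 (132 probes, -0.52), all among the segments of opposite sign above. In H19Δ2 it was chromosome 8 from 87073437 to 87177868, with 0.50 over 12 probes against 0.0044 in H19Δ1. For this segment no explanation was tested, and its level lies at the threshold.

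Outside these regions 16 probes had a log2 ratio below -2 in 1 line, 9 in H19Δ1 and 7 in H19Δ2. Of those in H19Δ2, 4 lay in pairs within 2 counted segments, on chromosomes 2 and X, and the other 12 of the 16 were single probes, while no probe on either array was above 2. Of the 16, 0 were over 2-fold dimmer in Cy3 than on the other array. This argues against spots that failed in both channels, for these 16 probes. Probes picked for a low ratio would hardly include such spots, so the count says nothing about other probes. A fault in Cy5 alone would not show in it. Cy3 artefacts on the array with the loss are excluded at 14 of these probes, whose Cy3 differed by less than 2-fold between arrays, and stay a candidate cause at some of these probes, the other 2, which were over 2-fold brighter in Cy3. At 2 of the 14 the other line was above 0.5. Sequence differences or small deletions under a single probe were not tested.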

How the results depend on the processing

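The alternatives were set before the data were examined, except 3 added afterwards: the median of a segment, adjoining segments joined, and each spot counted on its own. Over 45 results, 349 alternative values were computed, of which 312 were labelled as unchanged and 37 as moved. Log2 ratios were judged by the spread, but segment counts have no such spread. In H19Δ2 a change from 27 to 19 segments was labelled as unchanged and a change from 27 to 17 as moved. The sign changed in 5 of the 349 values. These belonged to 2 results in H19Δ1 whose size was at most 0.0072, less than the spread, and to no other result. No paired analysis was possible because each line has 1 array and the results come from no test between arrays. A correction for GC content was not run, as no probe sequences or mm9 genome were used.

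Counts of segments depended on the segmentation settings more than on the signal. From 20 in H19Δ1 and 27 in H19Δ2, a threshold of 0.25 gave 37 and 44, and a threshold of 0.75 gave 11 in H19Δ2, all losses. At least 10 probes per segment gave 12 and 15, at least 5 probes gave 17 in H19Δ2, and a penalty of 8 gave 16 in H19Δ2. The median of a segment, chosen after seeing the data, gave 12 in H19Δ1. Of the Table S1 regions, counted segments met 4 of 4 in H19Δ1 under every segmentation and signal setting set beforehand, and 6 of 7 in H19Δ2 except at the threshold of 0.75, where they met 2. Keeping outlier-flagged spots gave 27 segments in H19Δ1, 7 gains and 20 losses in place of 7 and 13.

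Normexp, which adds an offset of 50 to both channels, pulled deep losses towards 0. The probes lost on chromosome 7 went to -1.89 in H19Δ1 and -1.94 in H19Δ2, the region on chromosome 2 from 146813807 to -0.73 in H19Δ1, that on chromosome 3 to -1.31 in H19Δ2 and that on chromosome 9 to -1.70 in H19Δ2. It raised chromosome 16 to 0.97 and chromosome 17 to 0.97 in H19Δ1 and chromosome 14 to 0.65 in H19Δ2. The segment on chromosome 4 from 82064724 in H19Δ1 moved away from 0, from -0.49 to -0.54. Chromosome X went to -0.25 in H19Δ1 and -0.16 in H19Δ2, and chromosome 12 to 0.18 in H19Δ2; the cause was not tested. Taking the median over probes moved chromosome 9 to -3.62 in H19Δ2.

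Without centring, with the deposited log ratio and with the series matrix, the H19Δ1 medians shifted by the constant no longer subtracted: chromosome X to -0.30, chromosome 12 to 0.012, and the lowest and highest of the other autosomes to -0.012 and 0.022. On chromosome Y, calling background from negative control spots gave between 54.1% and 61.5% of probes above background. Signal over background limits the deep losses, where Cy5 lies near background and only a bound can be given.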

Differences from the paper's values

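Supplementary Table S1 holds 4 regions for H19Δ1 and 7 for H19Δ2 as the paper's segments, against 20 and 27 counted here. In H19Δ2, 12 of the 27 are pieces of 6 of the paper's regions, and joining adjoining segments of the same sign, chosen after seeing the values, gave 22 in H19Δ2 and 20 in H19Δ1. Every alternative set before the data were examined also gave over 1.5 times the paper's number in both lines, the nearest being 12 in H19Δ1 with at least 10 probes per segment and 11 in H19Δ2 with a threshold of 0.75. The median of a segment, chosen after seeing the values, gave 12 and 19.

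In the main setting, none of the 11 log2 ratios in the table differed by more than the spread or the bound. With normexp 5 of the 11 did: chromosome 2 from 146813807 (-0.73), chromosome 16 (0.97), chromosome 17 (0.97), chromosome 9 (-1.70) and chromosome 3 in H19Δ2 (-1.31). With the median over probes 1 did, chromosome 16, at 0.93 against 0.89 as the paper's value. No other alternative gave such a difference. For 3 losses only a bound can be given, because Cy5 was not well above background at some probes. On chromosome 2 from 146813807 in H19Δ1 the measured mean was -2.28 and the paper's value is -1.82, on chromosome 9 from 100658274 in H19Δ2 they were -3.77 and -3.45, and on chromosome 3 from 136446249 in H19Δ2 -3.52 and -3.19. As bounds these losses are at least 2.99-fold, 10.4-fold and 7.38-fold, and the paper's values correspond to 3.53-fold, 10.9-fold and 9.13-fold. The 8 other values differed by less than the spread, among them chromosome 14 from 93593306 in H19Δ2, with 0.58 as the paper's value and 0.46 here. There, counting each spot on its own, chosen after seeing the values, gave 0.56. Counted segments did not include this region, which holds 2 probes.

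The paper states that both genomes were intact. Here the H19Δ2 array had a gain of 0.55 over 46.2 Mb of chromosome 12, which the paper's own table also lists.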

Other observations

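All tests in this part were chosen after the result was seen.

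The gain of proximal chromosome 12 in H19Δ2 was weighed against 4 explanations. A dye bias of these probes would show in H19Δ1 as well, where the region was at -0.0062. With 1 extra copy in every H19Δ2 cell and 1 copy of the other chromosomes, the lines would differ by the 1-copy step of 0.87 to 0.99 seen at 7 other segments (0.87 to 0.95 with the whole Table S1 region of chromosome 5), but they differed by 0.56. With 1 extra copy in every H19Δ2 cell and 2 copies of the other chromosomes, the step would be between 0.55 and 0.58. The lower end is scaled by the measured 1-copy step, and the mean difference of 0.56 lies in this range. With 1 extra copy in a share of haploid H19Δ2 cells, that share would be 46.6%, and since any share can be had this test decides nothing. The paper states that both lines were established with repeated sorting for haploid cells, and describes a haploid chromosome set, with the karyotype of H19Δ1 shown. An H19Δ2 sample with 2 copies of the other chromosomes in every cell would depart from that description. The paper's text does not say whether the DNA came from sorted cells, so both of the last 2 stay open as hypotheses. Both were weighed on the mean of the region only. Of its 4 segments in H19Δ2, that from 4648434 to 6104440 was at 0.69 ± 0.13 (SD over 113 probes), and the others lay between 0.54 and 0.57. The rest of the chromosome was at 0.08 ± 0.12 in H19Δ2. A gain of the region at a single level accounts for neither the 0.69 nor the 0.08.

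Counted segments with the same borders in both lines numbered 3. They were the loss on chromosome 7 and gains of 3 probes on chromosome 11 from 93833988 (0.57 in H19Δ1 and 0.61 in H19Δ2) and on chromosome 14 from 96748992 (0.54 and 0.68). No explanation of the shared gains was tested.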
